A study of Mus musculus with 40 samples. Its data were reported in "Maternal Nutrition Induces Pervasive Gene Expression Changes but No Detectable DNA Methylation Differences in the Liver of Adult Offspring" (2014).

How the data were processed

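Total RNA from the hearts of 40 male C57BL/6J mice was hybridised to Illumina MouseRef-8 beadchips, 1 array per animal, and each animal was a separate mouse. The animals formed 4 groups of 10 defined by the diet of the dam and the diet of the offspring after weaning, low fat and high carbohydrate (LF) or high fat (HF). Groups are written with the diet of the dam first, so that HF_LF stands for LF-fed offspring of HF-fed dams. The cages numbered 6 for each diet of the dam, and 2 cages of LF-fed dams and 3 cages of HF-fed dams gave offspring to both diets. The study divided the males of a cage between the diets at weaning. A cage number found in both diets therefore does not mean shared housing afterwards.

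The deposited table held the fluorescence intensity of 25697 probes on a linear scale, which the authors had read out with BeadStudio (version not given in the sources used here) and quantile-normalised over the 40 heart arrays. The table was checked for this: the sorted values of any 2 columns differed by at most 1 intensity unit. The intensities ran from 47.5 to 31454.1, with a median of 79.3 on the arrays, and no background had been subtracted. Detection p-values were not used here, so the signal over background of a dim probe is not known, and the number of arrays sets the precision of each fold change.

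The intensities were converted to log2. A probe was tested if it exceeded the median of the array on at least 20 of the 40 arrays, which left 12645 probes. Symbols were assigned from the probe annotation through Entrez gene identifiers and the mouse gene table of assembly GRCm38.p6, used for names alone. A single symbol was found for 23978 probes, no symbol for 1719 and several symbols for 0. Among the tested probes 11929 had a symbol, and these stood for 8749 genes. The genome build behind the probe annotation was not named in the sources used here, and no coordinates are given.

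Groups were compared with limma 3.58.1 in R 4.3.3 with a variance trend on intensity. Each pairwise comparison was fitted on its own 20 arrays (10 against 10): the maternal effect in LF-fed and in HF-fed offspring, and the post-weaning effect in offspring of LF-fed and of HF-fed dams. The interaction of the diets and the effect of each diet averaged over the other were fitted on all 40 arrays. Fold changes are HF over LF, and p-values were adjusted by the Benjamini-Hochberg method within each comparison, with a false discovery rate of 5%. Single animals were not paired, since the replicate numbers tie no animal to another. Cage numbers do tie animals, but these fits leave them out, and cage was a block only among the alternatives.

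Before the data were examined, 40 gene lists were fixed: 18 pathways, 15 lists of cell type or tissue markers, 3 lists for RNA handling and stress, 2 complexes, 1 list of regulators and 1 check of the labels. Lists with at least 4 tested genes were compared with camera, with a preset correlation between genes of 0.01 and again with an estimated correlation. This left 36 lists, adjusted together within each comparison. The list of skeletal muscle genes is not independent of the study, because part of the study's account of the heart had been read when the lists were fixed. Named genes were taken by a fixed rule: in each pairwise comparison the 8 strongest rises and 8 strongest falls among the probes that passed, or the 5 smallest p-values where none passed, up to 4 members with the smallest p of each list that passed, and a short set of metabolic, circadian and contractile genes given whatever their result. For the interaction these were the 5 smallest p-values, as none passed, and for the averaged effects the 5 strongest rises and 5 strongest falls among the probes that passed. The text gives those that serve the description. Any other gene is named as chosen after its values were seen. Beside a fold change, "in 10 of 10 animals" counts the hearts of the first group that lay on the side of the change from the median of the other group.

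Weights, body length and fasting glucose of the offspring were compared by two-sided permutation tests in SciPy 1.17.1 under Python 3.11.15, with 1e+05 resamples, or exact tests where a group held fewer than 10 values or cage means were compared. The 13 comparisons were adjusted together. Plots were drawn with matplotlib 3.10.9.

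The pairwise design was tested on simulated data: 200 of the 12645 probes were given a change of 0.2, 0.4 or 0.8 on the log2 scale in 10 simulations. In the maternal comparison of LF-fed offspring 35.2%, 84.5% and 97.9% of the changed probes were found at these sizes. In HF-fed offspring the shares were 47.3%, 92.1% and 98.3%. For the post-weaning diet they were 39.6%, 87.5% and 98.3% in offspring of LF-fed dams, and 34.6%, 87.6% and 98.0% in offspring of HF-fed dams. Between 4.5% and 6.05% of the calls were false. A list of 16 genes shifted by 0.2 was found in 10 of 10 simulations, and 0 of 200 unshifted lists were called. The simulated probes and arrays were drawn independently, with no correlation between genes, cages, batches or signal of other tissues. These shares therefore do not bound the false calls of genes or lists on the real arrays.

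The alternatives fixed in advance were another normalisation (cyclic loess), no filter and a stricter filter on dim probes, an offset of 16 added before the logarithm, no variance trend, a variance taken wholly from the trend, array weights, 1 fit over all 40 arrays, 1 probe per gene, cage as a random effect or fixed block, cage means as replicates, and each animal and each cage left out in turn. Covariates for atrial and for skeletal muscle signal were also run. The following alternatives were chosen after the data were seen: an array batch inferred from the untested dim probes, as a term and within each batch, and the removal of 10 hearts whose score for another tissue exceeded 1.5 on the log2 scale. The score of a list in a heart is the mean of the log2 deviations of its probes from their median over the 40 hearts. Chance was assessed with up to 100 regroupings of the arrays, also with whole cages or cage-mates of 1 diet kept together. The other tissues of the study and its methylation data were not analysed here.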

Results

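Heart transcripts were measured on 40 arrays, 10 for each combination of maternal and post-weaning diet. The question was which transcripts of the adult heart differed with the diet of the dam, with the diet eaten after weaning, and with their combination. All animals were labelled male, and the arrays fitted that label: the intensity of Xist, the X-inactivation transcript, lay between 60.5 and 78.7 on all arrays, while that of the Y-linked Eif2s3y lay between 442 and 1233.

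The offspring grew heavier with either HF diet, at different ages. At 3 weeks, offspring of HF-fed dams weighed 11.3 g (SD 1.09) and offspring of LF-fed dams 9.38 g (SD 0.965, n = 20 each), a difference of 1.89 g in 19 of 20 animals. Its permutation p of 2e-05 was the smallest the resampling can give (adjusted p = 8.67e-05). The study reports that these animals were also weighed when they were killed as adults. The later weight, which the labels also call a weaning weight although the animals weighed 20.4 to 34.1 g, followed the animal's own diet. HF-fed offspring of LF-fed dams weighed 30.3 g (SD 1.86) against 24.7 g (SD 1.16) in their LF-fed counterparts, and HF-fed offspring of HF-fed dams weighed 30.5 g (SD 1.68) against 23.7 g (SD 1.81). Both differences were found in 10 of 10 animals (adjusted permutation p = 8.67e-05 for each). The maternal diet gave differences of -0.952 g in LF-fed offspring (adjusted p = 0.297) and 0.197 g in HF-fed offspring (adjusted p = 0.81). Counted by cage means, none of these comparisons passed: the adjusted exact p was 0.0688 for the weight at 3 weeks, and 0.0929 and 0.0688 for the post-weaning effect on the later weight in offspring of LF-fed and HF-fed dams. For the later weight the unadjusted exact p of 0.0286 and 0.0159 were the smallest that so few cages can give. The adjusted test therefore had little room to pass. Cages with both diets entered both groups as if independent.

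HF-fed offspring were also longer. Body length was 102.3 mm against 99.7 mm in offspring of LF-fed dams (difference 2.6 mm, 7 of 10 animals, adjusted permutation p = 0.0165). In offspring of HF-fed dams it was 102.6 mm, measured in 8 animals, against 98.0 mm (difference 4.63 mm, 8 of 8 animals, adjusted exact p = 0.000297). By cage means the adjusted exact p was 0.248 and 0.0688. The unadjusted exact p over cages in offspring of HF-fed dams, 0.0159, was the smallest that so few cages can give. The maternal diet gave length differences of -1.7 mm and 0.325 mm (adjusted permutation or exact p = 0.112 and 0.81). Fasting glucose passed no comparison. Its means were 206.1 mg/dl in LF_LF, 221.8 in LF_HF, 194.0 in HF_LF and 188.5 in HF_HF, and the smallest adjusted permutation p was 0.112, for the maternal effect in HF-fed offspring (-33.3 mg/dl, 8 of 10 animals).

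Some hearts carried transcripts of other tissues. The heart of animal 123 (HF_HF) had a skeletal muscle score of 1.80, whereas the next heart of its group stood at 0.0732. In this heart 14 of the 25 skeletal muscle transcripts had their highest intensity, among them Tnnc2, fast skeletal troponin C, at 3279 against a median of 69.5, and Pvalb, the calcium buffer parvalbumin of fast fibres, at 3756 against 96.7. Cela2a, a digestive elastase of the exocrine pancreas, stood at 29589 in animal 13 (LF_LF), 10745 in animal 208 (LF_HF), 10135 in animal 54 and 2219 in animal 55 (both HF_LF), against a median of 82.4 in the others. These genes were chosen after their values were seen. Atrial transcripts varied between hearts in all groups: the mean atrial score was 0.153 (SD 1.08) in HF_LF, -0.124 (SD 0.815) in HF_HF, -0.722 (SD 1.29) in LF_LF and -0.727 (SD 0.774) in LF_HF. Below, counts are also given without the 10 hearts (2 LF_LF, 3 LF_HF, 3 HF_LF, 2 HF_HF) that exceeded the limit for another tissue. The liver score exceeded it in animals 101 (LF_LF, 3.50), 201 and 200 (LF_HF, 3.235 and 1.88), 182 (HF_HF, 1.96) and 128 (HF_LF, 1.63). Hearts with lower liver scores stayed in, among them animals 102 (LF_LF) and 228 (HF_LF) at 1.35 each and 207 (LF_HF) at 1.09.

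**Figure D1:**
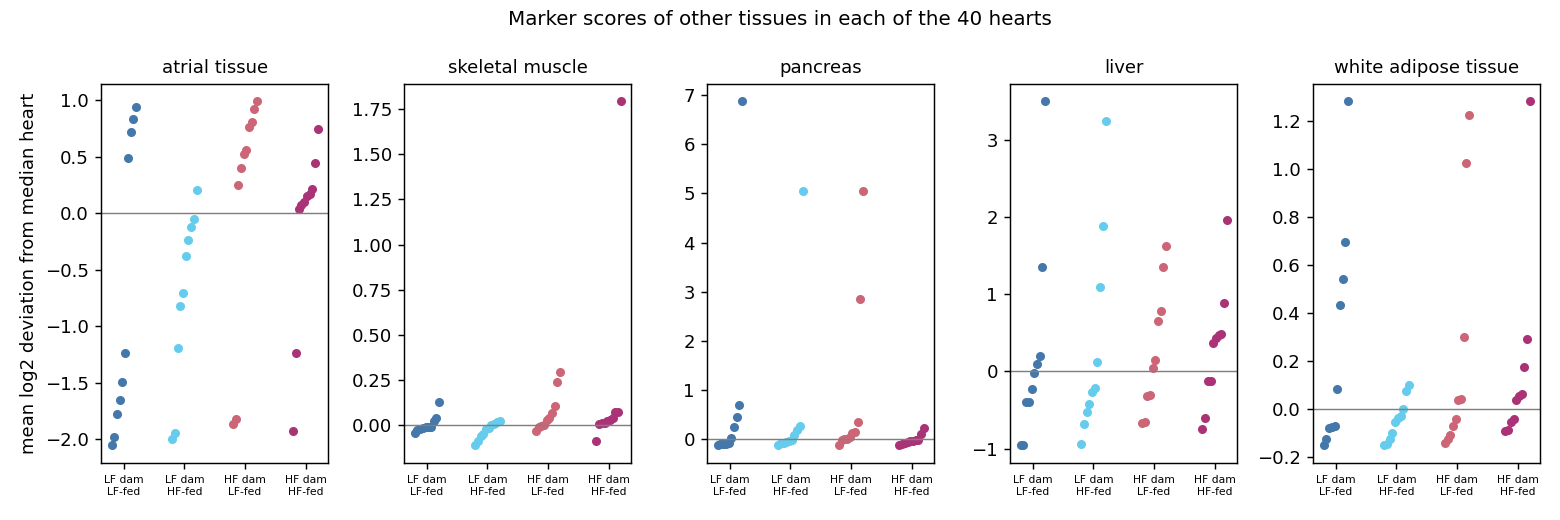
Marker scores of atrium, skeletal muscle, pancreas, liver and white adipose tissue (vertical axes, mean log2 deviation from the median heart) in each heart, shown as points by group (n = 10). Single hearts stood apart, among them animal 123 with a skeletal muscle score of 1.80 and animal 13 with a pancreas score of 6.89.

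The arrays also fell into 2 batches, inferred from the untested dim probes after the data were seen, since the labels give no chip numbers. The first component of these probes carried 15.9% of their variance and left a gap of 67.3 between 25 and 15 arrays, whereas the next largest gap was 6.85. Batch 1 held 5 LF_LF, 7 LF_HF, 7 HF_LF and 6 HF_HF hearts, and batch 2 held 5, 3, 3 and 4. Each comparison is therefore given with batch as a term and within each batch.

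Among LF-fed offspring, hearts from HF-fed dams had more Fkbp5, Fam107a, Map3k6 and Per2 transcript and less Slc41a3. Fkbp5, a co-chaperone of the glucocorticoid receptor and itself a target of it, rose 1.74-fold (log2 0.80, SE 0.122, adjusted p = 0.0165). Fam107a, an actin-binding stress-induced protein, rose 1.56-fold (log2 0.64, SE 0.106, adjusted p = 0.0294), Map3k6, a stress-activated kinase, 1.38-fold (log2 0.46, SE 0.0801, adjusted p = 0.0327), and Per2, a repressor of the circadian clock, 1.3-fold (log2 0.38, SE 0.0691, adjusted p = 0.0435). Slc41a3, a magnesium transporter of mitochondria, fell by 0.42 on the log2 scale (SE 0.0774, adjusted p = 0.0435). Each of these differences was found in 10 of 10 animals. They were the 5 probes, 4 higher and 1 lower, that passed limma in this comparison, whereas 508 probes had an unadjusted p under 0.05.

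Of 16 measured genes that respond to glucocorticoids, 2 rose and 0 fell over all probes, and 8 rose and 1 fell when adjusted over the list alone. The median log2 fold change of the list was 0.22 (camera, adjusted p = 1.55e-11, and adjusted p = 0.0162 with an estimated correlation), and it was 0.25 with batch as a term, 0.28 within batch 1 and 0.16 within batch 2. Members that did not pass included the metallothionein Mt1 (log2 0.33, adjusted p = 0.258) and the sulfotransferase Sult1a1 (log2 0.33, adjusted p = 0.513). The 15 circadian genes rose with a median of 0.11 (adjusted p = 0.00498, and adjusted p = 0.0715 with an estimated correlation). Of these, 1 rose and 0 fell over all probes, and 6 rose and 2 fell when adjusted over the list alone. Their median was 0.12 with batch as a term, 0.15 within batch 1 and 0.076 within batch 2. Per1, a partner of Per2, had a log2 fold change of 0.31 (adjusted p = 0.571).

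Markers of other cell types shifted in the same comparison. Atrial transcripts rose with a median of 0.80 over 13 genes (adjusted p = 0.000969, and adjusted p = 0.419 with an estimated correlation), with large errors: Myl7, the atrial myosin light chain, had a log2 fold change of 2.10 (SE 1.22), and Nppa, atrial natriuretic peptide, 1.16 (SE 0.531). No member passed over all probes (0) or when adjusted over the list alone (0). The atrial median was 0.23 within batch 1 (adjusted p = 0.42), 1.73 within batch 2 and 0.74 with batch as a term. Endothelial markers rose by a median of 0.092 over 17 genes (adjusted p = 0.00462, and adjusted p = 0.184 with an estimated correlation). Leukocyte markers rose by 0.115 over 20 genes (adjusted p = 0.00498, and adjusted p = 0.593 with an estimated correlation), although their median was -0.019 without the hearts with signal of another tissue. Complement genes rose by 0.11 over 14 genes (adjusted p = 0.00622, and adjusted p = 0.518 with an estimated correlation), although their median was -0.041 with the atrial score as a covariate.

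Lower in the same hearts were lists of fatty acid handling. Targets of PPARα, the lipid-sensing nuclear receptor, fell by a median of 0.079 over 16 genes (adjusted p = 0.00787, and adjusted p = 0.518 with an estimated correlation), and 0 rose and 2 fell when adjusted over the list alone. Among them, Angptl4, an inhibitor of lipoprotein lipase, had a log2 fold change of -0.56 (SE 0.184, adjusted p = 0.909) and Ucp3, a mitochondrial carrier induced by fatty acids, -0.35 (SE 0.108, adjusted p = 0.786). Fatty acid oxidation genes fell by a median of 0.038 over 23 genes (adjusted p = 0.0349, and adjusted p = 0.629 with an estimated correlation), a call lost with batch as a term (adjusted p = 0.0637). With the atrial score as a covariate their median was 0.024 (adjusted p = 0.992). Cholesterol synthesis genes fell by 0.049 over 14 genes (adjusted p = 0.0349, and adjusted p = 0.593 with an estimated correlation). Pdk4, the kinase that shuts off pyruvate dehydrogenase, had a log2 fold change of -0.14 and Acot1, a cytosolic acyl-CoA thioesterase, -0.095 (adjusted p = 0.996 for each). Of the other genes given whatever their result, Cpt1b had a log2 fold change of -0.037, Scd1, a fatty acid desaturase, 0.087, the clock genes Dbp and Nr1d1 0.11 and -0.24, Acta1 and Myh7 of the sarcomere -0.11 and 0.044, the fast muscle genes Atp2a1 and Mylpf 0.30 and 0.055, and Adipoq -0.041, each with an adjusted p of 0.996 or 0.997. Interferon response genes rose by 0.066 over 18 genes, ribosomal protein genes by 0.027 over 43 and imprinted genes by 0.057 over 13 (adjusted p = 0.0127, 0.0127 and 0.0389). The ribosomal median was -0.0041 with the atrial score as a covariate, and the imprinted one -0.0064 within batch 1. With an estimated correlation these had an adjusted p = 0.593, 0.593 and 0.311, and with batch as a term the ribosomal and imprinted lists had an adjusted p = 0.0562 and 0.167.

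The count of 5 probes was 5 with batch as a term, 4 of them shared. It was 6 within batch 1, of which 4 were shared, and 0 within batch 2. With cage means it was 0 and with cage as a random block 5. Without the hearts with signal of another tissue it was 0. None of the 5 genes kept its call with each animal left out in turn: Fkbp5 lost it without 4 of the 20 animals (adjusted p 0.0509 to 0.0534), Fam107a without 12 (0.0525 to 0.0894), Map3k6 without 12 (0.0623 to 0.0967), and Per2 and Slc41a3 without 16 each (0.0518 to 0.121 and 0.0518 to 0.126). Slc41a3 had an adjusted p = 0.0537 with batch as a term. With each of the 9 cages left out in turn the calls were lost without 5 for Fkbp5, 6 for Fam107a, 7 for Map3k6 and 8 each for Per2 and Slc41a3 (adjusted p up to 0.54). Among the lists, glucocorticoid-responsive genes kept their call without any single animal or cage. The atrial, endothelial and circadian lists lost theirs without 1 cage each (adjusted p = 0.0854, 0.0543 and 0.0532), PPARα targets without 2 of 20 animals and 1 cage (up to 0.442), complement genes without 1 animal and 3 cages (up to 0.163) and leukocyte markers without 2 animals and 3 cages (up to 0.321). The interferon, ribosomal, cholesterol, fatty acid oxidation and imprinted lists lost theirs without 4, 5, 6, 6 and 10 animals (up to 0.159, 0.167, 0.42, 0.532 and 0.133).

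Among HF-fed offspring, no single transcript passed for the diet of the dam. The smallest p-values belonged to genes with lower values in offspring of HF-fed dams: Bdnf, a neurotrophin (log2 -0.37, SE 0.0649), and Hs6st1, a heparan sulfate sulfotransferase (log2 -0.24, SE 0.0426), each with an adjusted p = 0.0698. The collagen chaperone Serpinh1 (log2 -0.35, SE 0.0718), the integrin Itgb6 (log2 -0.34, SE 0.0662) and the mitochondrial adenylate kinase Ak3 (log2 -0.22, SE 0.0428) had an adjusted p = 0.0899, and all of these differences were found in 10 of 10 animals. The count of probes that passed limma was 0, with 1429 at an unadjusted p under 0.05. It was 4 with batch as a term, 0 within batch 1, 0 within batch 2 and 0 without the hearts with signal of another tissue. It was 9 with array weights and 2 with 1 probe per gene, and single animals or cages moved it: 15 without animal 122, 9 without animal 181, 28 without cage 14 and 16 without cage 23.

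Several lists shifted in these hearts, all with calls that were lost with an estimated correlation. Glucocorticoid-responsive genes rose by a median of 0.16 (adjusted p = 0.00192, and adjusted p = 0.497 with an estimated correlation). Of the 16, 0 rose over all probes and 5 rose when adjusted over the list alone, with 0 falling in either count. Mt1 (log2 0.32, adjusted p = 0.161) and Klf9, a glucocorticoid-induced repressor (log2 0.21, adjusted p = 0.187), were among the members. The median of this list was 0.16 within batch 1, 0.23 within batch 2 and 0.15 with batch as a term. Genes of the heat shock response fell by a median of 0.11 over 15 genes (adjusted p = 0.0017, and adjusted p = 0.497 with an estimated correlation), and the values were -0.13 and -0.044 within batches 1 and 2. Their members included Hspe1, a mitochondrial chaperonin (log2 -0.32, adjusted p = 0.354). Respiratory chain genes fell by a median of 0.039 over 65 genes (adjusted p = 0.00188) and citrate cycle genes by 0.061 over 19 (adjusted p = 0.0112), and each had an adjusted p = 0.497 with an estimated correlation.

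Complement genes rose by a median of 0.17 over 14 genes (adjusted p = 0.0051, and adjusted p = 0.497 with an estimated correlation), and markers of fibroblasts and epicardium by 0.10 over 16 (adjusted p = 0.0108, and adjusted p = 0.579 with an estimated correlation). Upk3b, a marker of the mesothelial surface, had a log2 fold change of 0.82 that did not pass. Atrial markers rose by a median of 0.56 and red cell markers fell by a median of 0.26 (adjusted p = 0.0495 for each, and adjusted p = 0.579 with an estimated correlation for each). Both calls were lost with batch as a term (adjusted p = 0.0671 for each), and within batch 1 the atrial median was 0.25 (adjusted p = 0.575). The calls of the atrial and red cell lists were lost without 12 of 20 animals each (adjusted p up to 0.166 and 0.108), that of the fibroblast list without 2 animals (up to 0.143) and that of citrate cycle genes without 1 (0.0504), and these 4 calls were also lost without 5, 6, 3 and 1 of the 8 cages (up to 0.228, 0.326, 0.198 and 0.0812). Among genes given whatever their result, Pdk4 and Ucp3 had log2 fold changes of 0.084 and 0.33 (adjusted p = 0.79 and 0.283), Angptl4 0.13, Acot1 0.073, Cpt1b -0.12, Scd1 0.40, Dbp 0.28, Nr1d1 -0.081, Acta1 -0.076 and Myh7 0.031 (adjusted p = 0.715, 0.829, 0.321, 0.787, 0.504, 0.698, 0.923 and 0.892). Myl7, Nppa, Atp2a1, Mylpf and Adipoq stood at 1.48, 0.66, 0.73, 0.42 and 0.88 (adjusted p = 0.545, 0.586, 0.568, 0.743 and 0.498).

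The diet after weaning passed the test for more transcripts, and Acot1, Pdk4 and Cpt2, genes of fatty acid use, were among those that rose. In offspring of LF-fed dams, the HF diet raised Acot1 1.58-fold (log2 0.66, SE 0.0923, adjusted p = 0.000966), Pdk4 by 0.50 on the log2 scale (SE 0.0922, adjusted p = 0.00711) and the carnitine palmitoyltransferase Cpt2 by 0.35 (SE 0.0634, adjusted p = 0.0056). Scn4b, the β4 subunit of the cardiac sodium channel, rose by 1.00 on the log2 scale (SE 0.13, adjusted p = 0.000493) and Tfrc, the transferrin receptor for iron uptake, 2.07-fold (log2 1.05, SE 0.219, adjusted p = 0.0141). Kcnh2, the potassium channel of the rapid repolarising current, fell by 0.50 (SE 0.0835, adjusted p = 0.00327). These differences were found in 10 of 10 animals. In all, 344 probes of 292 genes passed limma, 163 higher and 181 lower, with a median change of 1.2-fold and 98.3% of them under 1.6-fold. The count depended on single hearts: leaving out 13 of the 20 animals in turn moved it by over 1.5 times, from 146 without animal 207 to 663 without animal 211, and it was 33 without cage 11.

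Further genes with strong rises were Rcan1, a calcineurin inhibitor (log2 0.84, SE 0.16, adjusted p = 0.00919), Fbp2, the muscle form of fructose bisphosphatase (0.66, SE 0.094, adjusted p = 0.000995), the chemokine Ccl7 (0.65, SE 0.147, adjusted p = 0.0213), Ankrd23, a titin-binding ankyrin repeat protein (0.61, SE 0.113, adjusted p = 0.00753), and Slc38a2, an amino acid transporter (0.61, SE 0.149, adjusted p = 0.0323). The strongest falls included Ciart, a repressor within the circadian clock, by 0.77 (SE 0.176, adjusted p = 0.0239), Rbm3, a cold-induced RNA-binding protein, by 0.64 (SE 0.092, adjusted p = 0.00112), and Tmem100, a transmembrane protein of vascular endothelium, by 0.56 (SE 0.0598, adjusted p = 5.22e-05). Pkig, an inhibitor of protein kinase A, fell by 0.52 (SE 0.0913, adjusted p = 0.00478). Other probes of Rbm3 (log2 0.12, adjusted p = 0.463) and Pkig (0.218 and -0.219) did not all share these directions. The sarcomere genes Tcap, telethonin, and Tnnt1, slow skeletal troponin T, each fell by 0.50 (SE 0.103 and 0.077, adjusted p = 0.0125 and 0.002).

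Of the fixed lists, fatty acid oxidation had the smallest p-value: of 23 genes, 8 rose and 0 fell over all probes, and 14 rose and 0 fell when adjusted over the list alone. Its median was 0.21 (adjusted p = 2.36e-08, and adjusted p = 0.219 with an estimated correlation). Members included the mitochondrial importers Slc25a20 (log2 0.29, adjusted p = 0.0102) and Cpt1b (0.31, adjusted p = 0.0129) and the isomerase Eci2 (0.48, adjusted p = 0.0157). PPARα targets rose by a median of 0.15 over 16 genes, 6 of them over all probes and 8 when adjusted over the list alone (adjusted p = 8.95e-05, and adjusted p = 0.204 with an estimated correlation), while the target Ucp3 had a log2 fold change of -0.24 (adjusted p = 0.198) and Angptl4 0.15 (adjusted p = 0.55). Heat shock genes rose by 0.245 over 15 genes, 2 of them over all probes and 9 when adjusted over the list alone (adjusted p = 7.21e-06, and adjusted p = 0.204 with an estimated correlation). Among these were the chaperones Hsph1 (log2 0.55, adjusted p = 0.00728) and Hspb1 (0.32, adjusted p = 0.0408).

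Smaller list shifts were all upward. Respiratory chain genes rose by a median of 0.044 over 65 genes (adjusted p = 0.00143), although the median was 0.09 within batch 1 and -0.01 within batch 2. Citrate cycle genes rose by 0.093 over 19 and interferon response genes by 0.099 over 18 (adjusted p = 0.0104 for each). All 3 lists had an adjusted p = 0.737 with an estimated correlation. Isg15, an interferon-induced ubiquitin-like protein (log2 0.25, 9 of 10 animals, adjusted p = 0.0487), was the single interferon gene to pass over all probes. Brown adipose markers rose by 0.083 over 9 genes, 3 of them over all probes (adjusted p = 0.0138, and adjusted p = 0.433 with an estimated correlation). This list shares Cpt1b and Slc25a20 with fatty acid oxidation and Fabp3 with the PPARα targets, so its rise is not separate from theirs. Dbp, a clock output factor (log2 -0.57, SE 0.163), Acta1, skeletal actin (0.85, SE 0.248), and Adipoq, the adipocyte hormone (-1.27), did not pass (adjusted p = 0.0575, 0.065 and 0.208). Neither did Scd1 (-0.97, adjusted p = 0.49), Nr1d1 (-0.093, adjusted p = 0.516), Myl7 (0.27, adjusted p = 0.911) or Atp2a1 (-0.14, adjusted p = 0.404). White adipose markers had a median of -0.278 in these hearts (adjusted p = 0.0811), and with batch as a term their median was -0.297 and they passed (adjusted p = 0.0327). With an estimated correlation, run without the batch term, they did not pass. Circadian genes had a median of -0.093 (adjusted p = 0.254), with 1 rising and 6 falling when adjusted over the list alone, and glucocorticoid-responsive genes -0.12 (adjusted p = 0.353), with 1 rising and 4 falling.

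Several animals had the same cage number. The count fell from 344 to 16 with cage as a fixed block, to 10 in the 2 cages with both diets and to 4 with cage means. With cage as a random block it was 274. With batch as a term 274 probes passed, 250 of them shared with the 344. Within batch 1 the count was 63, 50 of them shared, and within batch 2, with 5 LF_LF and 3 LF_HF hearts, it was 0. The median of fatty acid oxidation was 0.22 and 0.19 within batches 1 and 2, that of PPARα targets 0.15 and 0.255, and that of heat shock genes 0.25 and 0.20. These medians were 0.21, 0.15 and 0.27 with batch as a term. Without the hearts with signal of another tissue the count was 10, all 10 of them shared. Calls of Fabp3, Hspb1, Isg15, Slc38a2 and Tmem51 were lost without 11, 10, 16, 10 and 10 of the 20 animals in turn (adjusted p up to 0.0753, 0.0885, 0.0971, 0.0698 and 0.0745), and that of Acot2 without animal 209 (adjusted p = 0.0519). Leaving out cages ended more calls: of the 6 cages in turn, 5 ended those of Hspb1, Isg15 and Tmem51, 4 those of Acot2, Ccl7, Ciart, Fabp3, Slc38a2, Tcap and Tfrc, 2 those of Ankrd23, Cpt1b, Eci2, Hsph1, Rcan1 and Slc25a20, and 1 those of Cpt2, Pdk4 and Pkig (adjusted p up to 0.258). The lists of fatty acid oxidation, PPARα targets and heat shock genes kept their calls without any single animal or cage. The interferon call was lost without 1 animal and 3 cages (adjusted p up to 0.0906), the citrate cycle call without 2 cages (up to 0.0654) and the respiratory chain and brown adipose calls without 1 cage each (0.0531). Isg15 and Hspb1 had an adjusted p = 0.072 and 0.0604 with batch as a term.

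In offspring of HF-fed dams, the HF diet raised Angptl4, Acot1, Pdk4 and Acot2, genes of fatty acid use, and lowered the clock gene Ciart and the glucocorticoid targets Fkbp5 and Fam107a. Scn4b rose 2.24-fold (log2 1.17, SE 0.0679, adjusted p = 2.68e-10), Angptl4 by 0.84 on the log2 scale (SE 0.176, adjusted p = 0.0173), Acot1 by 0.83 (SE 0.121, adjusted p = 0.00104), Pdk4 by 0.72 (SE 0.131, adjusted p = 0.006) and the mitochondrial thioesterase Acot2 by 0.61 (SE 0.0824, adjusted p = 0.00044). Ciart fell by 0.70 (SE 0.0782, adjusted p = 4.22e-05), Fkbp5 by 0.64 (SE 0.122, adjusted p = 0.00889) and Fam107a by 0.61 (SE 0.111, adjusted p = 0.00636). These differences were found in 10 of 10 animals. In all 109 probes of 95 genes passed limma, 61 higher and 48 lower, with a median change of 1.28-fold and 91.7% of them under 1.6-fold.

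Fbp2 (log2 0.76, SE 0.0989, adjusted p = 0.000325), the chemokine Cxcl14 (0.67, SE 0.106, adjusted p = 0.00199) and Tfrc (0.74, SE 0.166, 9 of 10 animals, adjusted p = 0.0298) also rose. The histone genes H2ac24 and H2ac10 fell by 0.60 and 0.56 (SE 0.102 and 0.0828, adjusted p = 0.00368 and 0.00104). Kcne1, the accessory subunit of the slow repolarising potassium current, fell by 0.56 (SE 0.118, adjusted p = 0.0193). Abat, which breaks down the transmitter GABA, fell by 0.55 in 9 of 10 animals (SE 0.116, adjusted p = 0.0187), and Hamp2, a gene of the hepcidin family, fell by 0.53 (SE 0.104, adjusted p = 0.0113). Acta1 had a log2 fold change of 0.88 (SE 0.263, adjusted p = 0.155) and Ucp3 0.44 (SE 0.109, adjusted p = 0.0576). Cpt1b (0.22, adjusted p = 0.061), Scd1 (-0.66, adjusted p = 0.933), Adipoq (-0.35, adjusted p = 0.977), Nr1d1 (0.064, adjusted p = 0.968), Atp2a1 (0.28, adjusted p = 0.968) and Myl7 (-0.35, adjusted p = 0.983) did not pass.

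Fatty acid oxidation genes rose by a median of 0.23: 4 of 23 rose over all probes and 17 when adjusted over the list alone, and 0 fell in either count (adjusted p = 1.16e-17, and adjusted p = 0.0121 with an estimated correlation). Cpt2 (log2 0.33, adjusted p = 0.0154) and the dienoyl-CoA isomerase Ech1 (0.32, adjusted p = 0.0154) were among them. PPARα targets rose by 0.20, 5 of 16 over all probes and 9 when adjusted over the list alone (adjusted p = 9.42e-16, and adjusted p = 0.00744 with an estimated correlation). Circadian genes fell by a median of 0.15 over 15 genes (adjusted p = 1.42e-05, and adjusted p = 0.00744 with an estimated correlation). Of these, 0 rose and 3 fell over all probes, and 1 rose and 8 fell when adjusted over the list alone. They included Dbp, which fell by 0.40 (SE 0.0827, adjusted p = 0.0176), and Per2, which fell by 0.28 (SE 0.0655, adjusted p = 0.0357).

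Glucocorticoid-responsive genes fell by a median of 0.22, with 2 rising and 2 falling over all probes, and 2 rising and 10 falling when adjusted over the list alone (adjusted p = 5e-05, and adjusted p = 0.229 with an estimated correlation). Sult1a1 fell by 0.39 (SE 0.084, adjusted p = 0.0217), whereas Pdk4 and Angptl4 rose. The HF_LF hearts enter both this comparison and the maternal one in LF-fed offspring, so the shifts of this list in the 2 comparisons are not independent. Heat shock genes rose by a median of 0.14 over 15 genes, 2 of them over all probes and 5 when adjusted over the list alone (adjusted p = 1.42e-05, and adjusted p = 0.0972 with an estimated correlation). Hsph1 (log2 0.45, adjusted p = 0.0173) and Hspb1 (0.36, adjusted p = 0.0115) passed. Brown adipose markers, which share members with the fatty acid oxidation and PPARα lists, rose by 0.10 over 9 genes (adjusted p = 3.08e-05, and adjusted p = 0.0713 with an estimated correlation). Ribosomal protein genes fell by 0.032 over 43 genes (adjusted p = 0.00806, and adjusted p = 0.571 with an estimated correlation).

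The count fell from 109 to 36 with cage as a fixed block, to 17 in the 3 cages with both diets and to 19 with cage means, while with cage as a random block it was 110. With batch as a term 112 probes passed, 102 of them shared with the 109. Within batch 1 the count was 22, all 22 of them shared, and within batch 2 it was 1. Within batches 1 and 2 the medians were 0.23 and 0.235 for fatty acid oxidation, 0.205 and 0.27 for PPARα targets, -0.17 and -0.27 for circadian genes, -0.21 and -0.22 for glucocorticoid-responsive genes, and 0.12 and 0.19 for heat shock genes. They were 0.23, 0.21, -0.15, -0.22 and 0.14 with batch as a term. Atrial markers had a median of -0.274 (adjusted p = 0.0938), which with batch as a term was -0.371 and passed (adjusted p = 0.0397). With an estimated correlation, run without the batch term, the atrial list did not pass. Without the hearts with signal of another tissue 25 probes passed, all 25 of them shared. The calls of Acadm, Pank1, Per2, Slc25a20 and Tfrc were lost without 14, 16, 13, 5 and 11 of the 20 animals in turn (adjusted p up to 0.0972, 0.0951, 0.0854, 0.063 and 0.0679), and that of Acadm also with batch as a term (adjusted p = 0.0579). Of the 6 cages left out in turn, 5 ended the calls of Acadm, Angptl4, Pank1, Per2, Slc25a20 and Tfrc, 4 those of Dbp, Kcne1 and Sult1a1, 3 those of Abat, Cpt2, Ech1, Hspb1 and Hsph1, 2 those of Fkbp5, Hamp2 and Pdk4, and 1 those of Fam107a and H2ac24 (adjusted p up to 0.329). Of the lists that passed, all but the ribosomal one kept their calls without any single animal or cage, and that one lost its call without 2 animals (adjusted p 0.0565 to 0.0835) and without 2 cages (0.0813).

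**Figure D2:**
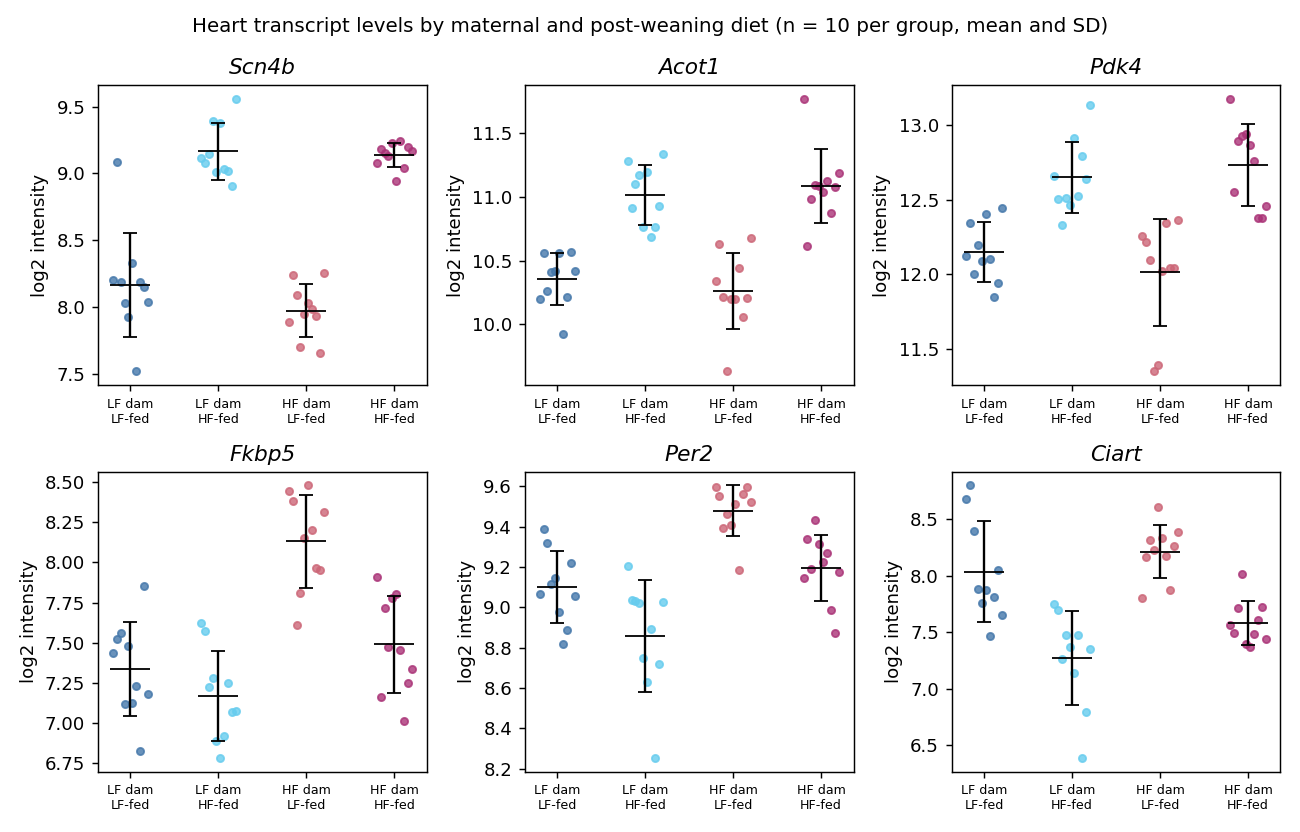
Log2 intensity (vertical axes) of Scn4b, Acot1, Pdk4, Fkbp5, Per2 and Ciart in each heart (points) by group (n = 10), with group means and SD as bars. Scn4b had group means of 9.16 and 9.14 in the HF-fed groups against 7.97 in HF_LF, and Fkbp5 had its highest group mean, 8.13, in HF_LF.

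The post-weaning effects in offspring of LF-fed and of HF-fed dams share no arrays, and they largely shared direction. Of the 344 probes called in offspring of LF-fed dams, 324 (94.2%) had the same sign in offspring of HF-fed dams, and of the 109 called there 107 (98.2%) had the same sign in return. In both, 58 probes passed, all with the same sign, against 1.47 in 1 direction if calls fell on probes independently. Probes are not independent, so 1.47 does not bound what chance would give. The 58 included Scn4b, Acot1, Fbp2, Pdk4, Tfrc and Ciart. Over all probes 66% shared their sign. Across all probes, which are not independent replicates, the log2 fold changes had a Pearson r of 0.599 and a Spearman rho of 0.504. The maternal effects in LF-fed and HF-fed offspring, which share some cages, had a Pearson r of 0.341 and a Spearman rho of 0.127 across probes, with 52.9% of signs shared. All 5 probes called in LF-fed offspring had the same sign in HF-fed offspring.

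**Figure D3:**
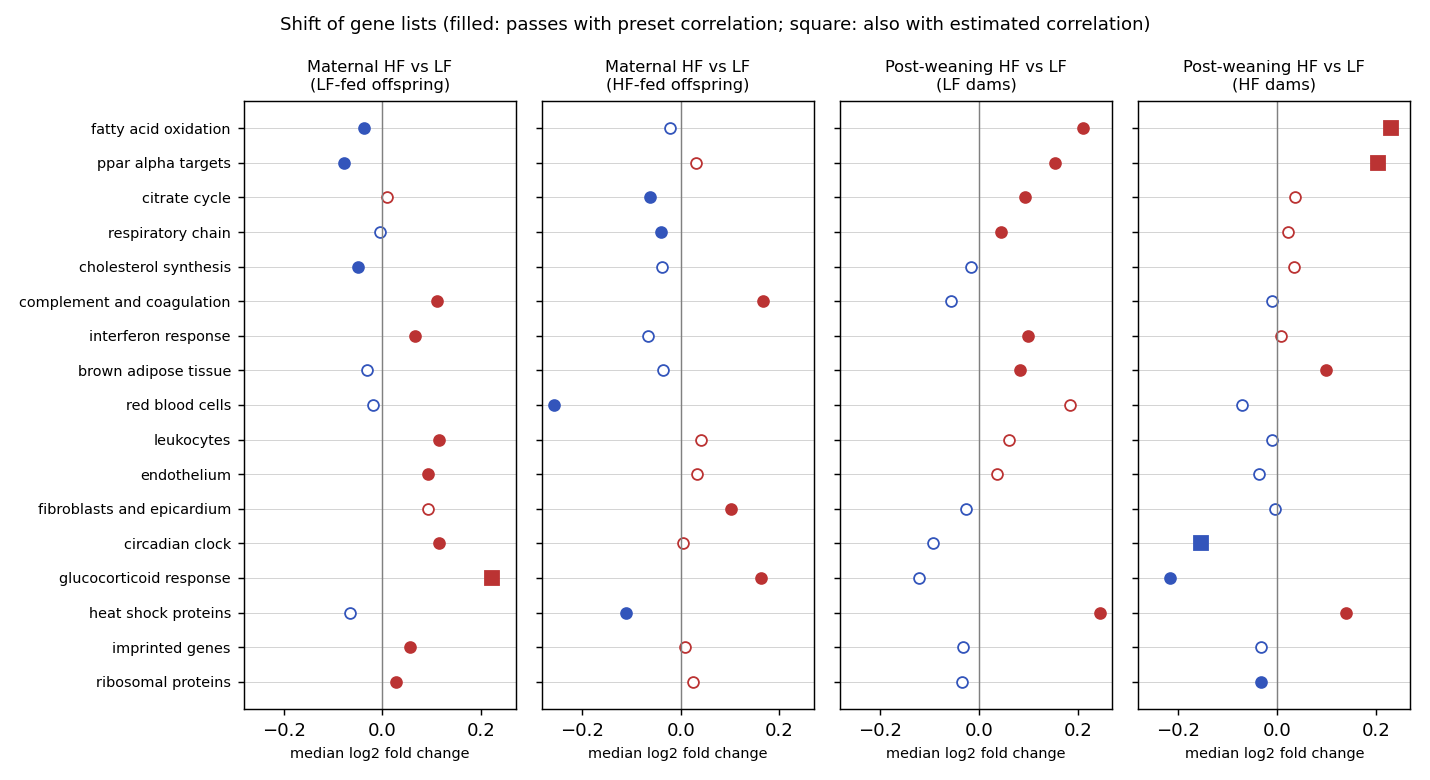
Median log2 fold change (horizontal axes) of the fixed gene lists that passed camera in a pairwise comparison; filled marks pass with the preset correlation and squares also with an estimated one. Fatty acid oxidation stood at 0.21 and 0.23 for the post-weaning diet, and the atrial list, with medians up to 0.80, is left out.

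No single probe passed for a post-weaning effect that differed between the offspring of the 2 kinds of dam. The interaction count in limma was 0, with 431 probes at an unadjusted p under 0.05, and it was also 0 with batch as a term, within each batch, and without the hearts with signal of another tissue. Ucp3 had an interaction of 0.68 (SE 0.158), Isg15 of -0.33 (SE 0.0824), Zfp346, a zinc finger protein that binds double-stranded RNA, of 0.29 (SE 0.0724), and Lpin1, a phosphatidate phosphatase and coactivator of fatty acid oxidation genes, of 0.26 (SE 0.0691), each with an adjusted p = 0.943. Interferon response genes were the single list that passed, with a median of -0.11 over 18 genes, of which 0 rose and 1 fell when adjusted over the list alone (adjusted p = 0.00735, and adjusted p = 0.784 with an estimated correlation). The median was -0.12 with batch as a term and -0.0996 and -0.18 within batches 1 and 2. This call was lost without any of the animals 24, 54, 126, 133 and 199 (adjusted p 0.053 to 0.117), and without 3 of the 12 cages (0.0557 to 0.159). The interaction of the glucocorticoid-responsive list was -0.11 (adjusted p = 0.213), that of circadian genes -0.034 (adjusted p = 0.428), that of fatty acid oxidation 0.0043 (adjusted p = 0.734), that of PPARα targets 0.14 (adjusted p = 0.0514, and adjusted p = 0.0163 with batch as a term) and that of heat shock genes -0.094 (adjusted p = 0.124).

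Averaged over the diets of the dams, 947 probes of 788 genes passed limma for the post-weaning diet, 446 higher and 501 lower. Scn4b rose by 1.08 (SE 0.0755, adjusted p = 2.84e-13), Tfrc by 0.89 (SE 0.144, adjusted p = 4.46e-05), and Acta1, which passed in neither pairwise comparison, by 0.87 (SE 0.19, adjusted p = 0.00295). Acaca, which makes malonyl-CoA for fatty acid synthesis, fell by 0.97 (SE 0.284, adjusted p = 0.0292), while white adipose markers had a median of -0.13 (adjusted p = 0.407). Acaca is also abundant in adipose tissue, and the list of fatty acid synthesis had its highest scores, 1.49 and 1.04, in the hearts of animals 133 and 177, whose white adipose scores were 1.29 and 1.23. Gdf10, a growth factor of the TGF-β family, fell by 0.51 (SE 0.116, adjusted p = 0.00373). Of the 23 fatty acid oxidation genes 14 rose over all probes and 18 when adjusted over the list alone, with 0 falling (median 0.24, adjusted p = 8.38e-15, and adjusted p = 0.021 with an estimated correlation). PPARα targets rose by 0.19 (adjusted p = 1.43e-10, and adjusted p = 0.0147 with an estimated correlation) and heat shock genes by 0.24 (adjusted p = 4.56e-07, and adjusted p = 0.0469 with an estimated correlation). Circadian genes fell by 0.155, with 0 rising and 6 falling over all probes and 3 rising and 9 falling when adjusted over the list alone (adjusted p = 0.00627, and adjusted p = 0.107 with an estimated correlation). Glucocorticoid-responsive genes fell by 0.18, with 2 rising and 6 falling over all probes (adjusted p = 0.0166, and adjusted p = 0.596 with an estimated correlation). With batch as a term 1061 probes passed, 941 of them shared. Within batch 1 the count was 641, most of them shared, and within batch 2 it was 4. Without the hearts with signal of another tissue it was 275, 270 of them shared. With cage means it was 326 and with cage as a random block 911. Acaca lost its call without 5 of the 12 cages (adjusted p up to 0.097), and the glucocorticoid-responsive list without 2 (up to 0.143).

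Averaged over the diets of the offspring, 49 probes of 45 genes passed limma for the diet of the dam, 35 higher and 14 lower. Animals of 1 cage share the diet of the dam, and this fit counts them as separate replicates. Fkbp5 rose by 0.56 (SE 0.0887, adjusted p = 0.00173), Fam107a by 0.45 (SE 0.0793, adjusted p = 0.00202), Per2 by 0.36 (SE 0.06, adjusted p = 0.00173) and Herpud1, a gene of endoplasmic reticulum stress, by 0.33 (SE 0.0632, adjusted p = 0.00505). Phlda1, a pleckstrin-like regulator of cell survival, fell by 0.57 (SE 0.128, adjusted p = 0.0234), Tuba4a, an alpha tubulin, by 0.41 (SE 0.0799, adjusted p = 0.00556), Bdnf by 0.33 (SE 0.0567, adjusted p = 0.00173) and Rcan1 by 0.27 (SE 0.0572, adjusted p = 0.0141). Of the 16 glucocorticoid-responsive genes 6 rose over all probes and 9 when adjusted over the list alone, with 0 falling (median 0.19, adjusted p = 1.31e-09, and adjusted p = 0.0472 with an estimated correlation). Atrial markers rose by 0.68, with 0 passing over all probes and 8 rising when adjusted over the list alone (adjusted p = 0.000977, and adjusted p = 0.394 with an estimated correlation), and heat shock genes fell by 0.097 (adjusted p = 0.00192, and adjusted p = 0.394 with an estimated correlation). With batch as a term 63 probes passed, all 49 among them. Within batch 1 the count was 25, 17 of them shared, and it was 0 within batch 2 and 0 without the hearts with signal of another tissue. With cage means it was 0 and with cage as a random block 46. Phlda1 and Rcan1 lost their calls without 5 of the 12 cages each (adjusted p up to 0.181 and 0.17) and Tuba4a without 3 (up to 0.0863), whereas Fkbp5, Fam107a, Per2, Herpud1 and Bdnf and the glucocorticoid-responsive, atrial and heat shock lists kept theirs without any single animal or cage.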

Values the study reported

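For the heart, the study reports the number of genes that differed at a false discovery rate under 5% in each pairwise comparison. Between offspring of LF-fed and HF-fed dams, 198 genes differed in the LF-fed animals and 352 in the HF-fed animals. Between LF-fed and HF-fed animals, 341 genes differed among offspring of LF-fed dams and 336 among offspring of HF-fed dams.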

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

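The test of how much probes vary between hearts, the fits with or within the array batch, and the removal of hearts with signal of another tissue were chosen after the results were seen. A heart was singled out where its distance from the nearest heart of its group was large against the range of the group (Dixon's criterion), which happened in 15 of 140 groups of values, and chance singles out about 1 in 20.

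Single hearts stood apart in the scores of tissues other than ventricle. The skeletal muscle score was 1.80 in animal 123 (HF_HF) and 0.127 in animal 134 (LF_LF). The liver score was 3.50 in animal 101 (LF_LF), where the next heart of the group had 1.35. Brown adipose scores stood apart in animal 177 (HF_LF) at 0.397, animal 133 (LF_LF) at 0.612 and animal 183 (HF_HF) at 0.417, and animal 183 also had a white adipose score of 1.28. Animal 133 had a score of 0.665 for thymus and T cells, and animal 24 (LF_HF) a leukocyte score of 0.406. The pancreas score was 6.89 in animal 13 (LF_LF) and 5.06 in animal 208 (LF_HF). Most pancreas probes were outside the tested set, and among all hearts these animals, animal 54 at 5.05 and animal 55 at 2.84 lay above the rest, which reached at most 0.681.

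Among named genes, single hearts stood apart from their group in log2 intensity for Per2 (9.18 in animal 128, HF_LF, below the others), Scn4b (9.09 in animal 14, LF_LF), Tmem100 (9.44 in animal 101, LF_LF) and Acot1 (11.8 in animal 52, HF_HF), the last 3 above the others. The median of the interferon response list differed between the post-weaning effects of the offspring of HF-fed and LF-fed dams by -0.112, which passed camera with the preset correlation but had an adjusted p = 0.784 with an estimated correlation.

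Glucocorticoid-responsive genes were higher with an HF-fed dam in LF-fed offspring. The array batch and the amount of atrial tissue are argued against as the whole cause: the lower of the medians within the batches was 0.162, and with the atrial score as a covariate the median was 0.302. For differences between cages alone, the exact permutation p over cage means of the list score was 0.00794, the smallest that 126 assignments can give. The 5 cages of HF-fed dams lay above the 4 cages of LF-fed dams, although narrowly (0.101 against 0.0979). The list was singled out among 36 by its shift in these same hearts. The p is not adjusted for that choice, so it does not decide the question. In HF-fed offspring the same test gave an exact p of 0.2. The time or order of killing and handling were not tested and may contribute, as may differences between cages and the diet of the dam, and these remain open.

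In offspring of LF-fed dams the 344 post-weaning calls dropped to 10 without the 5 hearts with signal of another tissue. Fewer arrays may account for this: 7 of 100 removals of as many hearts of each group, the real one included, left as few calls, and the other removals left 1 to 872. Signal of another tissue in these 5 hearts as the whole source of the folds is argued against. Without them the reported calls kept 91.1% of their log2 fold change in the median, and 100% kept their sign. Hearts under the limit stayed in: animal 133 (LF_LF) had a white adipose score of 1.29, whereas LF_HF hearts reached at most 0.101. The removal does not test signal of that kind. Random removals kept 101% in the median and 5 of 100 kept as little, so a part contribution remains open. The post-weaning diet itself remains open as the source of these calls.

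For the maternal effect in HF-fed offspring, 980 probes passed when the variance was taken wholly from the trend, against 0 as reported. A candidate explanation is that these probes vary more between hearts than others of their level: in the 20 hearts of LF-fed offspring, which did not enter their selection, their median residual variance was 3.72 times the trend, against 1.08 for all tested probes. Skeletal muscle in the heart of animal 123 may add some of these calls, since the skeletal muscle list members called went from 8 to 3 without that heart. It does not account for the count as a whole, which was 1094 without that heart. An effect of the maternal diet on the variance itself was not tested.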

How the results depend on the processing

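The fits with or within the array batch and without hearts with signal of another tissue were chosen after the data were seen. No paired analysis was possible because the replicate numbers follow the order of deposition and tie no animal to another; cage was used as a block instead. Median scaling was not run, since the deposited values already share 1 distribution. No named gene that passed changed sign, but 10 medians of lists that passed did. With the atrial score as a covariate these were, for the maternal diet in LF-fed offspring, fatty acid oxidation at 0.024, complement -0.041, atrial -0.040 and ribosomal genes -0.0041, and for the averaged maternal effect respiratory chain at 0.0019 and fibroblasts -0.012. Others were imprinted genes at -0.0064 within batch 1, leukocytes at -0.019 without hearts with signal of another tissue (both maternal, LF-fed), and respiratory chain within batch 2 at -0.0097 for the post-weaning diet in offspring of LF-fed dams and -0.0051 averaged. None of the 10 passed. The atrial list is fitted on its own score there, so its loss is fixed by construction. Of 78 values of named genes that passed, 78 still passed with the offset, 77 with cyclic loess, 77 without the trend, 77 with cage as a random block, 74 with batch as a term, 39 within batch 1, 2 within batch 2, 26 without hearts with signal of another tissue, 18 with cage means, and of 53 that apply 17 with cage as a fixed block and 13 in cages with both diets. Of 56 calls of lists, 56 still passed with cage as a random block, 48 with batch as a term, 52 with cage means, 38 with the atrial covariate, 40 within batch 2 and 32 within batch 1, and 8 of 14 with cage as a fixed block. The settings with fewer arrays or cages have fewer degrees of freedom; elsewhere the cause was not tested. No detection p-value bounds the signal over background.

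In the maternal comparison of LF-fed offspring (5 probes as reported) the count was 2 without a filter, 3 with all 40 arrays in 1 fit, 10 with array weights, 1 with the skeletal muscle score and 23 with the atrial score as a covariate, and 0 with cage means, within batch 2 and without hearts with signal of another tissue. In HF-fed offspring (0) it was 2 with 1 probe per gene, 2 with the stricter filter, 4 with batch as a term and 9 with array weights. In the post-weaning comparison of offspring of LF-fed dams (344) it was 146 without a filter, 90 with the skeletal muscle score and 773 with the atrial score as a covariate, 16 with cage as a fixed block, 10 in cages with both diets alone, 4 with cage means, 63 within batch 1, 0 within batch 2 and 10 without hearts with signal of another tissue. In offspring of HF-fed dams (109) it was 183 with array weights, 36 with cage as a fixed block, 17 in cages with both diets alone, 19 with cage means, 22 within batch 1, 1 within batch 2 and 25 without hearts with signal of another tissue. For the averaged post-weaning effect (947) it was 624 without a filter, 326 with cage means, 4 within batch 2 and 275 without those hearts. For the averaged maternal effect (49) it was 115 with array weights, 25 within batch 1, and 0 with cage means, within batch 2 and without those hearts. With the variance wholly from the trend the counts were 241, 980, 2490 and 654 in these 4 pairwise comparisons, 304 for the interaction (0 as reported), and 2496 and 752 for the averaged effects. With an estimated correlation 1, 0, 0 and 3 lists passed in the pairwise comparisons, 0 for the interaction, and 3 and 1 for the averaged effects. By cage means the weight at 3 weeks differed by 1.84 g (adjusted exact p = 0.0688), the later weight by -0.0613 g for the maternal diet in HF-fed offspring, and by 5.65 and 6.53 g (0.0929 and 0.0688) for the post-weaning diet in offspring of LF-fed and HF-fed dams. Their length differed by 2.38 and 4.12 mm (0.248 and 0.0688).

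Leaving out each animal or cage in turn gave 0 to 6 probes for the maternal comparison in LF-fed offspring: 0 without animal 100, 102, 211 or 228, 1 without 13, 54, 101, 127, 133, 134 or 227, 2 without 55, 3 without 109 or 177; 0 without cage 4, 6, 10, 12 or 23, 2 without cage 1 or 11 and 3 without cage 20. In HF-fed offspring the range was 0 to 28: 15 without animal 122, 9 without 181, 2 without 199, 1 without 24 or 172; 28, 16 and 3 without cages 14, 23 and 20. For the post-weaning diet in offspring of LF-fed dams it was 33 to 663: without animals 14, 15, 100, 101, 134, 199, 200, 201, 207, 208, 209, 210 and 211 it was 212, 598, 227, 207, 175, 228, 173, 219, 146, 199, 189, 228 and 663, and without cages 4, 8, 9 and 11 it was 51, 183, 42 and 33. In offspring of HF-fed dams it was 31 to 131, with 72, 63, 47 and 31 without cages 10, 23, 20 and 21. The averaged post-weaning effect ranged from 583 to 1200 (583, 595 and 609 without cages 23, 9 and 11). The averaged maternal effect ranged from 17 to 94 (94, 22, 20, 89, 28, 25 and 17 without cages 14, 10, 4, 6, 20, 9 and 11). The 5 called maternal genes in LF-fed offspring, Fkbp5, Fam107a, Map3k6, Per2 and Slc41a3, each lost their call without at least 4 of 20 animals.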

Other observations

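The splits that keep cage-mates of 1 diet together were chosen after the results were seen. Of the fixed lists, 18 passed in no comparison as reported. Acute phase genes, which the liver makes in inflammation, had medians of 0.0571 and 0.0531 for the maternal diet in LF-fed and HF-fed offspring (adjusted p = 0.205 and 0.28). Matrix and fibrosis genes (25 measured) had medians of 0.041 and 0.00433 for the maternal diet, and -0.0211 and -0.0522 for the post-weaning diet in offspring of LF-fed and HF-fed dams, with adjusted p of 0.248 or more. Calcium handling genes (16 measured) stood at -0.0384, -0.0323, 0.0555 and 0.0428 in the same order (adjusted p from 0.265 to 0.477). White adipose markers had a post-weaning median of -0.278 in offspring of LF-fed dams (adjusted p = 0.0811) and an interaction of 0.279 (adjusted p = 0.0518), and both passed with batch as a term (adjusted p = 0.0327 and 0.006). Neither passed with an estimated correlation, which was run without the batch term. Skeletal muscle markers (12 measured) had medians of 0.0953, 0.25, 0.0194 and 0.171 (adjusted p = 0.0736, 0.158, 0.525 and 0.567).

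Other lists passed in the averaged effects. For the post-weaning diet, brown adipose markers rose by a median of 0.12 (adjusted p = 0.000236, and adjusted p = 0.0697 with an estimated correlation), respiratory chain genes by 0.029 and citrate cycle genes by 0.072, and ribosomal protein genes fell by 0.035 (adjusted p = 0.00203, 0.0262 and 0.028, and adjusted p = 0.596 with an estimated correlation for each). The brown adipose list shares members with the fatty acid oxidation and PPARα lists. Interferon response genes had a median of 0.046 (adjusted p = 0.0595, and adjusted p = 0.0431 with batch as a term). For the maternal diet, complement genes rose by 0.14 and endothelial markers by 0.07 (adjusted p = 0.000527 and 0.00687, and adjusted p = 0.375 with an estimated correlation for each), markers of fibroblasts and epicardium by 0.098 and ribosomal protein genes by 0.03 (adjusted p = 0.0121 for each; adjusted p = 0.486 and 0.444 with an estimated correlation). Circadian genes rose by 0.13 and leukocyte markers by 0.063, and fatty acid oxidation genes fell by 0.047, cholesterol synthesis genes by 0.046 (adjusted p = 0.0368 for each) and respiratory chain genes by 0.018 (adjusted p = 0.0182). With the atrial score as a covariate the medians of the fibroblast and respiratory chain lists changed sign, to -0.012 and 0.0019. With an estimated correlation the circadian, leukocyte, fatty acid oxidation, cholesterol and respiratory chain lists had an adjusted p = 0.394, 0.594, 0.486, 0.444 and 0.486. With animals left out in turn the circadian, leukocyte, fatty acid oxidation, cholesterol and respiratory chain calls for the maternal diet were lost without 11, 12, 10, 7 and 5 of 40 (adjusted p up to 0.0667, 0.278, 0.214, 0.181 and 0.0792), those of fibroblasts and ribosomal genes without 2 and 1 (up to 0.0667 each), and for the post-weaning diet those of ribosomal and citrate cycle genes without 6 and 2 (up to 0.0821 and 0.0673). The endothelial call was lost without 1 of 12 cages (adjusted p = 0.0828), and the complement and brown adipose calls were kept without any single animal or cage.

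Whether chance accounts for the counts was examined with up to 100 splits, the real one included. For the maternal effect in LF-fed offspring 2 of 100 splits called as many as the real 5 (highest other 10). With whole cages kept together 2 of 100 did (highest other 5). Such counts were rare among the splits, but each time another split reached the real count, and with cage means the count was 0. Chance is therefore not excluded for these 5 probes. For HF-fed offspring the real count was 0, which every split reaches by construction (100 of 100, and 35 of 35 by whole cages), so the splits say nothing about chance there. The highest others were 407 and 33, and a split with 407 calls points to a structure among these 20 hearts whose nature was not tested. For the post-weaning diet 1 of 100 splits, the real one, called as many as 344 in offspring of LF-fed dams (highest other 80) and 1 of 100 as many as 109 in offspring of HF-fed dams (highest other 44). With cage-mates of 1 diet kept together it was 1 of 35 (highest other 66) and 1 of 100 (highest other 15). No other split drawn reached either count, but 1 of 35 is the smallest share that so few splits can give. The counts themselves fell to 16 and 36 with cage as a fixed block and to 4 and 19 with cage means. The splits alone therefore do not exclude chance for the size of these counts. For the averaged post-weaning effect no other split drawn reached the real 947 (1 of 100, highest other 346, or 198 with cage-mates of 1 diet kept together). With cage means 326 probes passed there. For the averaged maternal effect 1 of 100 splits of single animals called as many (real 49, highest other 8), but cage-mates share the diet of the dam. By whole cages 2 of 100 splits called as many, with a highest other of 88 and a second highest of 48. With cage means the count was 0, so chance is not excluded for the averaged maternal effect. For the interaction the real count was 0, so 100 of 100 regroupings reach it by construction and the test says nothing (highest other 1).

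With the variance taken wholly from the trend, 63 of 100 splits called as many as the 241 probes of the maternal effect in LF-fed offspring (highest other 2369), 12 of 100 as many as the 980 in HF-fed offspring (highest other 1932) and 22 of 100 as many as the 654 of the post-weaning effect in offspring of HF-fed dams (highest other 1843), so chance cannot be excluded for these counts. No other split drawn reached the 2490 of the post-weaning effect in offspring of LF-fed dams (1 of 100, highest other 2217). These were splits of single animals, and none that keep cage-mates together were run with this variance. Chance is therefore not excluded for that count either. High counts were usual under this setting: for the maternal effect in LF-fed offspring the other splits had a median of 304, above the real 241.

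For the maternal effect in LF-fed offspring 5 probes passed here. This count is lower than the one the study gives, and the tests differ. For the maternal effect in HF-fed offspring 0 probes passed in limma here, with 1429 at an unadjusted p under 0.05 and between 0 and 980 under the other settings. This is lower than the count the study gives, and the tests differ. For the post-weaning effect in offspring of HF-fed dams 109 probes passed here. This too is lower than the count the study gives, with a different test. For the post-weaning effect in offspring of LF-fed dams the count of 344 lies within 1.5 times the study's. These are counts of probes, whereas the study counts genes. With 1 probe per gene the counts in these comparisons were 5, 2, 96 and 267. With the variance wholly from the trend 241, 980, 654 and 2490 probes passed in them, each more than the study's number of genes, and how many genes these are was not counted.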
